A study of Homo sapiens with 19 samples.

How the data were processed

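Human liver organoids grown from a human pluripotent stem cell line (W01, an established line distributed by WiCell) were dissociated and profiled by droplet single-cell RNA sequencing with 10x Genomics 3′ version 3 chemistry, per the labels. The 19 libraries fall into 9 groups taken from the sample titles. Organoids kept in ultra-low attachment (ULA) plates were sampled on day 21 (n = 3) and day 34 (n = 2). Organoids kept on an orbital shaker (OS) were sampled on day 25 in 7 groups of 2: untreated, TGFB1 (transforming growth factor β1) at 10 ng/ml and its control, PA at 500 µM and its control, and OA at 500 µM and its control. The labels do not spell out PA or OA, so the abbreviations are kept. Per the labels, treatment with TGFB1 or PA followed 20 days of culture and lasted 5 days. OA is named in the sample titles alone, not in the protocol or the design text. The day 34 ULA and all OS organoids had an extra wash and 10 more minutes of trypsin than the day 21 ULA organoids, per the labels.

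Each library was deposited as a matrix of raw UMI counts per gene and cell barcode, in which every value is a whole number and no normalization was applied, per the file headers and values. The headers of the OA, OA control and untreated matrices name Cell Ranger 6.0.2. Those of the others give a software version of 3.0.2 without a program name. The deposited barcodes had already been filtered, since each held at least 500 UMIs. The aligner settings and the genome build are not given in the sources used here. The number of listed genes differed by experiment: 58721 for ULA, 33538 for the TGFB1 and PA experiments and 36601 for the OA experiment with the untreated libraries. OS libraries were compared over the 32732 gene identifiers present in every OS matrix. Gene positions come from GENCODE v44 (GRCh38), matched by gene identifier without version. All 128 genes named by the rule below were found there, and 32551 of the 32732 shared identifiers were.

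Cells with at least 500 detected genes and at most 20% mitochondrial counts were kept. Scrublet scores were computed per library. Its automatic threshold marked about 0 to 1% of cells in most libraries, which is too few, so the highest-scoring share expected at 0.8% per 1000 deposited barcodes was removed (2.75% to 10.7% of cells per library). In ULA day 34 replicate 2 the automatic threshold marked 18.5% and 10.7% were removed, so cells it marked remained there. Counts were then summed over the cells of each library, and libraries, not cells, were the replicates. Clusters were built per experiment in scanpy 1.11.5 from counts per 10000 and log1p, 2000 variable genes ranked within libraries (leaving out the gene lists below and the mitochondrial and ribosomal protein genes), 30 principal components, 15 neighbours and leiden resolution 0.5, with no integration between libraries. A cluster took the name of 1 of 12 cell classes when at least 3 of that class's fixed markers were among its 50 leading genes and no other class had as many or more among its 10 leading genes, where it had any. Ties left TGFB1 cluster 2 (3.28% and 53.8% of control cells in replicates 1 and 2) and OA cluster 12 unnamed. A cluster of shallow cells also needed a marker of its own among its 10 leading genes.

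Only the mesenchymal-like class was compared between groups. Its clusters were numbers 0, 3 and 4 in the ULA experiment, 4 and 5 with TGFB1, 6 with PA, and 3 and 4 with OA. The planned comparisons of hepatocyte-like and ductal-like cells (changed genes, shares and differences of effect) were not made. The naming rule did give these names, the first to ULA clusters 2 and 5, TGFB1 cluster 1, PA cluster 0 and OA clusters 1, 11 and 14, and the second to ULA cluster 9, TGFB1 cluster 6, PA cluster 1 and OA cluster 5. Leaving them out was a judgement made after the clusters had been seen. Some clusters with hepatocyte markers carried gut epithelial markers among their 50 leading genes as well, with 11 and 5 in ULA cluster 5, 7 and 3 in TGFB1 cluster 1 and 4 and 2 in PA cluster 0. ULA cluster 2 held 9 hepatocyte markers and 0 gut markers, and OA cluster 14 held 10 and 0. The ductal name rested on 3 markers in each of its 4 clusters. The OA libraries held 27 and 21 mesenchymal-like cells, under the minimum of 50 per library, so no gene was tested in that class for OA. In place of these comparisons, effects in all cells outside the mesenchymal-like clusters, and the difference of effects between those cells and the mesenchymal-like cells, were tested. That choice was made after the clusters had been seen. Unnamed clusters led by cell cycle genes (ULA cluster 1, TGFB1 cluster 3, OA clusters 2 and 6) stayed outside the class, so cell cycle results within it are not given for ULA or TGFB1. For the same reason RRM2, which the rule below names for the TGFB1 difference of effects and which led TGFB1 cluster 3, is not given there. ULA cluster 4, inside the class, was led by histone genes such as HIST1H1B and HIST1H4C. It held 13.2% and 8% of day 34 cells against 0.0179%, 0.0398% and 0.0168% of day 21 cells. The ULA share of mesenchymal-like cells and the genes called in that class include these cells, which may affect both.

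Genes were tested with edgeR 4.0.16 (R 4.3.3): TMM factors, filterByExpr, the quasi-likelihood F test (two-sided) and Benjamini-Hochberg adjustment, with adjusted p under 0.05 as a call. The 5 ULA libraries were fitted alone (21966 genes). The 14 OS libraries were fitted together with 1 coefficient per group (19145 genes), so that groups of 2 shared an estimate of the spread. The difference of effects between mesenchymal-like and other cells was tested as a class by group term with library as a block (17467 genes). The 10 gene lists cover fibrosis and extracellular matrix (20 genes), TGF-β targets, inflammation, endoplasmic reticulum (ER) stress and the integrated stress response, lipid oxidation and droplets, sterol synthesis and lipogenesis, hepatocyte function, ductal genes, the cell cycle, and hypoxia with glycolysis. The fibrosis and TGF-β target lists share 3 genes. Lists were tested with camera in limma 3.58.1 (two-sided, preset inter-gene correlation 0.01, log2 CPM with a prior count of 2, adjusted over the 10 lists of a comparison), which made 50 list tests in whole libraries. List tests within and outside the mesenchymal-like clusters came on top of these 50, adjusted over the 10 lists of each cell set. Values are CPM, counts scaled to library size, as mean ± SD over libraries, and log2 fold changes are edgeR's. The SE of a log2 fold change was derived from the test, as its absolute value divided by the square root of the F statistic. Where a group held few counts, this SE is not a sampling error of the fold change. Shares of cells were compared by an exact permutation test of library labels, two-sided. The smallest p it can give is 0.33 for 2 against 2 libraries and 0.1 for 3 against 2, so no share can pass 0.05.

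The groups, tests, lists, markers, cell filter and the rule for naming genes were fixed before the data were examined. The rule names, among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the libraries of the groups compared, the 3 largest fold changes in each direction of a whole-library comparison and the 2 largest in each direction of a class comparison or difference of effects (mitochondrial, ribosomal protein and clone-named genes left out). It also names the 3 members with the smallest p of each list, and PLIN2, PDK4, COL1A1, ALB, AFP, XIST and RPS4Y1 as label checks, with another that is not reported here. XIST was not among the tested genes. In a class comparison the rule took the mean in the class, which also had to reach the whole-library mean. For a difference of effects it took the larger of the means of the 2 cell sets, on the same condition. No overlap there refers to the differences between treated and control libraries, compared between the 2 cell sets. Members of families with near-identical copies (CXCL1, CXCL2 and CXCL3, KRT6A, SAA1 and SAA2, histone H1 genes, RPS4Y1) are uncertain, since the counting could split their reads.

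Alternatives were all deposited barcodes, a stricter cell filter (1000 genes, 10% mitochondrial), leiden resolution 1, doublets kept, clustering without the called genes, thinning of counts to the shallowest library, no low-count filter, RLE factors, only the libraries of the 2 groups compared, a replicate block, leaving out each library, DESeq2 1.42.0, fry, and camera with estimated correlations. Leaving out a library leaves 1 in a group of 2, and that library is then assumed to vary like the other groups. The gene tests with edgeR and DESeq2, and a list test in each whole-library comparison, were first tested on simulated data with known changes. No simulation is given for the other tests. The shifted list passed 0.05 in every comparison. Of the unshifted lists, 1 of 9 passed for the OA control against untreated organoids and 0 of 9 in each other comparison. edgeR on whole libraries recovered 60.3% of the changed genes for ULA, 57.5% for TGFB1, 62.0% for PA, 58.8% for OA and 59.3% for the OA control against untreated. Of its calls, 12.0%, 5.93%, 6.80%, 4.41% and 2.24% were false. The false share was above the 5% aimed at for ULA, TGFB1 and PA. It was also above it in mesenchymal-like cells for ULA (12.5% over 16588 genes), TGFB1 (6.92% over 13448 genes) and PA (9.68% over the same 13448). Outside the mesenchymal-like clusters it was 11.4% for ULA (20790 genes) and 4.32%, 5.97% and 4.84% for TGFB1, PA and OA (18506 genes). For the difference of effects it was 11.0% with TGFB1 and 6.34% with PA (17467 genes).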

Results

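Gene expression was measured in single cells of human liver organoids under 9 conditions, in 19 libraries. Of the ULA libraries, day 21 held 90073489, 73799160 and 86806979 UMIs in replicates 1, 2 and 3, and day 34 held 78269547 and 92522222 in replicates 1 and 2. The OS libraries were shallower and more uneven. Replicates 1 and 2 held 17137690 and 52928255 UMIs in the TGFB1 control, 44564226 and 39598393 with TGFB1, 7476533 and 46005816 in the PA control, and 24458871 and 59163747 with PA. They held 56936125 and 31340559 UMIs in untreated organoids, 57230502 and 53046444 in the OA control, and 54558448 and 52714915 with OA. Depth per barcode differed within groups as well. The median was 1104 UMIs in TGFB1 control replicate 1 and 5375 in replicate 2, 1473 and 6070 in the PA control, 3986 and 1487 in untreated organoids, and 3749 and 12178 in the OA control. Each treatment had its own control libraries, so no comparison of a treatment shares a control with another.

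The series concerns inflammatory and fibrotic injury in organoids as a model of fatty liver disease. The share of mesenchymal-like cells was compared first, since it enters every whole-library comparison. With OA it was 0.785% ± 0.161 (SD, n = 2) of cells against 37.4% ± 6.2 in the OA control (n = 2), and the exact permutation p was 0.33, the smallest that 2 against 2 libraries allow. TGFB1 organoids held 15.8% ± 2.2 against 5.49% ± 3.06 in their control (exact permutation p 0.33), and PA organoids 6.52% ± 2.35 against 10.7% ± 4.6 (exact permutation p 0.667). The PA difference was -4.19 percentage points with all libraries, -7.44 without PA control replicate 1, -0.926 without PA control replicate 2 and -2.53 without PA replicate 1. The OA control exceeded untreated organoids (27.5% ± 12.6) by 9.93 points (exact permutation p 0.667), with 18.9 points without untreated replicate 1, 0.997 without untreated replicate 2 and 5.53 without OA control replicate 2. ULA organoids held 40.1% ± 17.5 on day 34 (n = 2) and 28.3% ± 7.7 on day 21 (n = 3), with an exact permutation p of 0.4. That difference of 11.8 points was -0.505 without day 34 replicate 1, 24.2 without day 34 replicate 2, 0.0443 with the stricter cell filter and 5.72 with predicted doublets kept. When the clusters were rebuilt without the genes called in the comparison, the shares were 1.32% ± 0.06 against 41.2% ± 6.7 for OA, 15.6% ± 2.1 against 5.26% ± 3.17 for TGFB1, 6.57% ± 2.39 against 10.7% ± 4.7 for PA, and 40.2% ± 17.6 against 17.6% ± 4.7 for ULA.

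**Figure D1:**
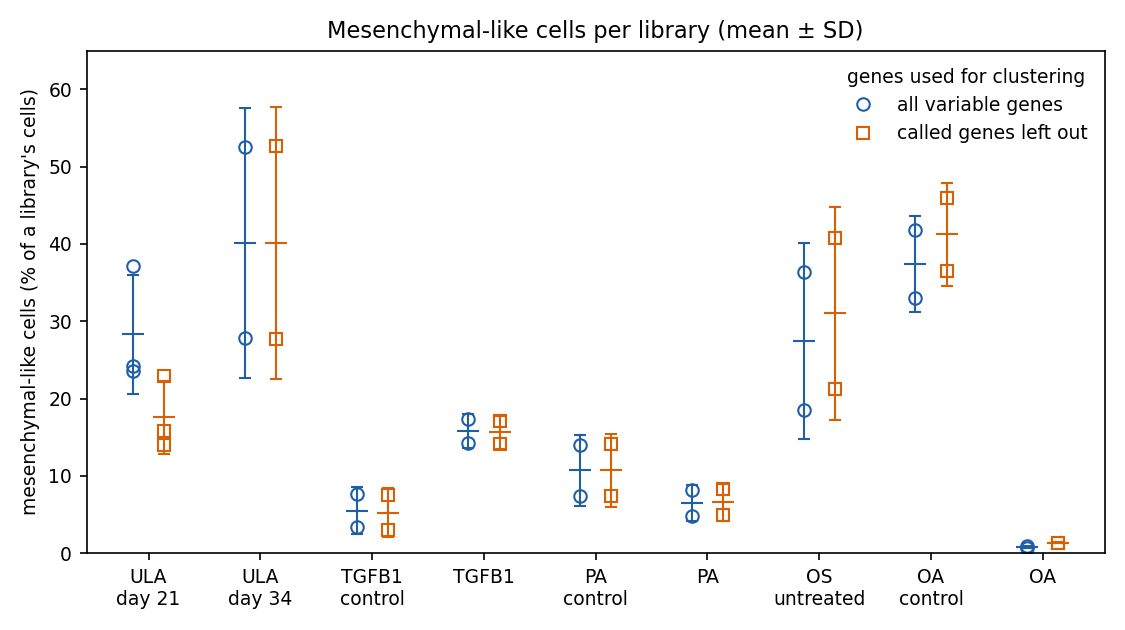
Share of mesenchymal-like cells (y axis, percent of a library's cells) in each library of the 9 groups; open circles are clusters from all variable genes, squares are clusters built without the called genes, and bars are mean ± SD. Both OA libraries lie under 2%, and the OA control lies at 37.4% ± 6.2.

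The TGFB1 comparison addresses fibrotic injury. Of 19145 genes, edgeR called 4146 between TGFB1 and its control, 2011 higher and 2135 lower. The count was 2204 without control replicate 1, 1617 without TGFB1 replicate 1 and 2131 without TGFB1 replicate 2. Of the genes the naming rule gave, AMTN (chromosome 4, 70518569 to 70532743) rose by a log2 fold change of 8.52 (SE 1.39, edgeR adjusted p 0.0011), from 6 counts in the control to 31.4 ± 24.8 CPM. GAL (chromosome 11, 68683779 to 68691175) rose from 2.30 ± 1.17 to 238 ± 38 CPM, a log2 fold change of 6.62 (SE 0.573, edgeR adjusted p 9.1e-06). DHRS2 (chromosome 14, 23630115 to 23645639) rose by 6.51 (SE 0.666, edgeR adjusted p 2.5e-05). NKX6-2 (chromosome 10, 132783179 to 132786147) fell by 5.2 on the log2 scale (SE 0.545, edgeR adjusted p 3.0e-05), from 70.4 ± 30.3 to 1.91 ± 0.72 CPM. RRM2 (chromosome 2) fell by 4.78 (SE 0.404) and CADPS (chromosome 3) fell by 4.39 (SE 0.257), with edgeR adjusted p 8.2e-06 and 1.1e-06. Among the label checks, COL1A1 rose by 2.10 (SE 0.345, edgeR adjusted p 9.3e-04), from 189 ± 12 to 806 ± 101 CPM. ALB fell by 4.49 (SE 0.804, edgeR adjusted p 0.0017) and AFP fell by 2.31 (SE 0.259, edgeR adjusted p 4.9e-05).

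In the same comparison the fibrosis and extracellular matrix list had a median log2 fold change of 1.79 (camera adjusted p 7.5e-10), with 20 of 20 genes higher. Of these, 16 passed 0.05 over all genes and 19 when adjusted over the list alone. TGFBI rose by 2.60 (SE 0.281) and FN1 by 2.87 (SE 0.394), with edgeR adjusted p 3.8e-05 and 2.2e-04. The TGF-β target list had a median of 1.72 (camera adjusted p 5.6e-08), with 15 of 16 genes higher, 11 past 0.05 over all genes and 14 adjusted over the list alone. PMEPA1 rose from 122 ± 28 to 570 ± 46 CPM, a log2 fold change of 2.22 (SE 0.205, edgeR adjusted p 1.3e-05). Both calls held under fry. Neither held when camera estimated the inter-gene correlation, which gave adjusted p 0.239 and 0.198. The cell cycle list fell to a median of -3.35 (camera adjusted p 7.3e-18), with 0 of 17 genes higher, 16 past 0.05 over all genes and 17 adjusted over the list alone. It held under camera's estimated correlation, with an adjusted p of 0.0139. CDK1 fell by 4.03 (SE 0.221, edgeR adjusted p 6.8e-07). The ER stress (1.15, camera adjusted p 1.1e-06), inflammation (0.79, 0.0034) and sterol synthesis (-0.45, 0.0363) lists passed as well. Sterol synthesis did not pass without control replicate 1 or TGFB1 replicate 2 (camera adjusted p 0.0960 and 0.0734). Hepatocyte function (-0.79, camera adjusted p 0.0720), ductal genes (0.37, 0.176), lipid oxidation (0.04, 0.285) and hypoxia (-0.33, 0.911) did not, but hepatocyte function passed without control replicate 1 (-1.34, 0.0118) or TGFB1 replicate 1 (-1.09, 0.0299).

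**Figure D2:**
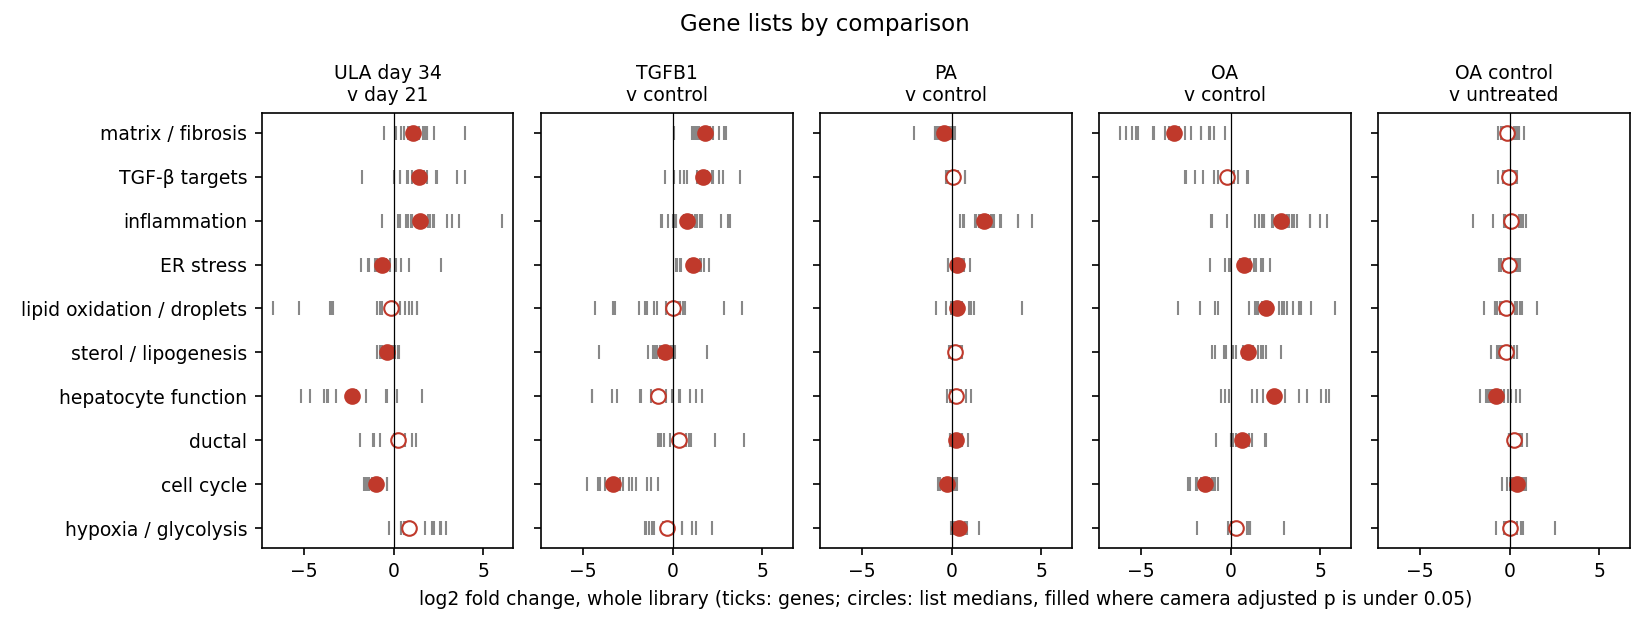
Log2 fold changes (x axis) of the genes of each of the 10 lists (y axis) in the 5 comparisons, 1 panel each; ticks are genes and circles are list medians, filled where camera's adjusted p was under 0.05. The cell cycle list lies at -3.35 with TGFB1 and at -0.25 with PA, and the inflammation list at 1.78 with PA and 2.80 with OA.

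The TGFB1 effect was also estimated within and outside the mesenchymal-like clusters. Within them (clusters 4 and 5 together, with 289 and 602 cells in control replicates 1 and 2 and 987 and 927 with TGFB1), edgeR called 29 of 13448 genes, 15 higher and 14 lower. Cluster 5, a shallow cluster with a median UMI count 0.232 of that of its libraries, gave 8 and 287 of these control cells and 561 and 273 of these TGFB1 cells. The count was 11 without control replicate 1, 437 without control replicate 2, 3 without TGFB1 replicate 1 and 7 without TGFB1 replicate 2. NQO1 rose by 2.01 (SE 0.384), DERL3 rose by 1.79 (SE 0.354) and NPR3 fell by 1.48 (SE 0.297), with edgeR adjusted p 0.0406, 0.0421 and 0.0421. Each of the 3 lost the call without control replicate 1, TGFB1 replicate 1 or TGFB1 replicate 2 (edgeR adjusted p 0.119 to 0.70), and NQO1 without control replicate 2 (0.0520). Outside the clusters, edgeR called 4470 of 18506 genes, 2197 higher and 2273 lower, with 2697 without control replicate 1, 5735 without control replicate 2, 1872 without TGFB1 replicate 1 and 2570 without TGFB1 replicate 2. These other cells lay in different clusters in the 2 groups. Cluster 6 held 71.6% and 71.0% of TGFB1 cells against 0.471% and 3.38% of control cells, and cluster 7 held 8.91% and 12.4% against 0.0345% and 0.292%. Cluster 3, led by cell cycle genes, held 12% and 9.47% of control cells against 0.264% and 0.108% of TGFB1 cells. The fibrosis list's median was 0.06 inside (camera adjusted p 0.563) and 2.62 outside (camera adjusted p 8.0e-13). The cell cycle list's median was -3.95 outside (camera adjusted p 1.4e-17, fry adjusted p 1.5e-06). Since cycling cells formed a cluster of their own outside the class, no cell cycle result is given within it. edgeR's test of the difference itself called 1474 of 17467 genes, 582 with a higher log2 fold change in mesenchymal-like cells than in the others and 892 with a lower one. Without control replicate 2 it called 656, and without TGFB1 replicate 1 it called 889. MMP2 (chromosome 16, 55389700 to 55506691) changed by -0.04 inside and 5.95 outside, a difference of -5.97 (SE 0.370, edgeR adjusted p 2.3e-11). In mesenchymal-like cells its level was already 213 ± 18 CPM in the control.

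**Figure D3:**
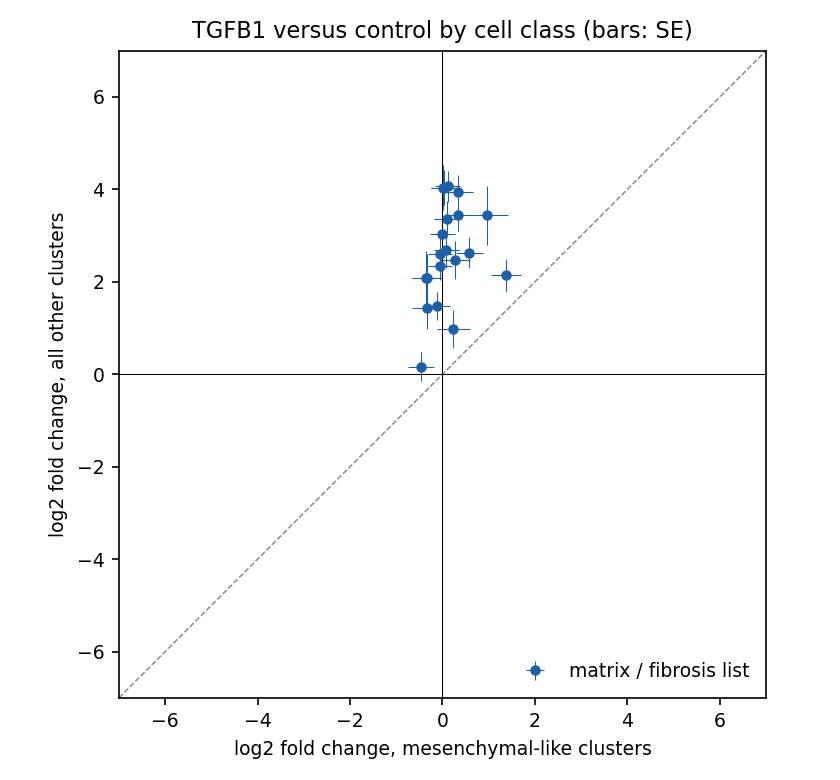
Log2 fold change with TGFB1 in mesenchymal-like cells (x axis) and in all other clusters (y axis) for the genes of the fibrosis list; bars are SE and the dashed line marks equal effects. The fibrosis list's median is 0.06 on the x axis and 2.62 on the y axis.

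The PA comparison addresses inflammatory injury by PA. edgeR called 9 of 19145 genes, all 9 higher, and 556 genes had an unadjusted p under 0.05. Without PA control replicate 1, PA control replicate 2 or PA replicate 2 it called 0, with 507, 709 and 678 genes at an unadjusted p under 0.05, and without PA replicate 1 it called 20. DESeq2 called 52 with all libraries. CXCL1 (chromosome 4, 73869393 to 73871308) rose from 74.4 ± 1.2 to 473 ± 227 CPM, a log2 fold change of 2.67 (SE 0.396, edgeR adjusted p 0.0316). CXCL3 rose by 2.37 (SE 0.348, edgeR adjusted p 0.0316) and CXCL2 by 2.19 (SE 0.258, edgeR adjusted p 0.0099). BIRC3 (chromosome 11, 102317484 to 102339403) rose by 2.31 (SE 0.286, edgeR adjusted p 0.0099), from 7.06 ± 1.05 to 34.3 ± 6.4 CPM. The log2 fold changes of these 4 genes stayed between 1.77 and 3.10 whichever library was left out, but each lost its call without PA control replicate 1, PA control replicate 2 or PA replicate 2 (edgeR adjusted p 0.0641 to 0.765). PLIN2 rose by 0.94 (SE 0.302, edgeR adjusted p 1) and PDK4 by 1.01 (SE 0.256, edgeR adjusted p 0.509), neither past the threshold. In mesenchymal-like cells (cluster 6) edgeR called 7 genes, 6 higher and 1 lower, and 0 without PA control replicate 2, with 631 genes at an unadjusted p under 0.05. It called 33 without PA replicate 1 and 11 without PA replicate 2.

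The inflammation list had a median log2 fold change of 1.78 with PA (camera adjusted p 2.8e-34), with 21 of 21 genes higher, 4 past 0.05 over all genes and 17 adjusted over the list alone. It held under fry (adjusted p 0.0025) and under camera's estimated correlation (adjusted p 0.0092). Within the mesenchymal-like cluster its median was 1.59 (camera adjusted p 6.7e-11) and outside it 1.82 (camera adjusted p 1.4e-33). Under fry it passed outside (adjusted p 0.0027) and not within the cluster (adjusted p 0.0950). The ER stress list's median was 0.29 (camera adjusted p 0.0011), with 14 of 16 genes higher and 0 past 0.05 by edgeR, both over all genes and adjusted over the list alone. At an unadjusted p under 0.05 edgeR gave 3 of its genes, and DESeq2 called 0. It did not pass without PA control replicate 1 (camera adjusted p 0.113), and its median was 0.57 without PA control replicate 2. The lipid oxidation and droplet list's median was 0.28 (camera adjusted p 0.0041), with 17 of 20 genes higher. Of these 20, edgeR called 0 over all genes and 1 adjusted over the list alone, with 4 at an unadjusted p under 0.05 and 0 called by DESeq2. Its median was 0.18 without PA control replicate 2 and 0.22 without PA replicate 2, and it did not pass in either case (camera adjusted p 0.384 and 0.282), while it was 0.48 without PA replicate 1. In whole libraries neither of these 2 lists passed under fry or an estimated correlation. Within the mesenchymal-like cluster the lipid list's median was 0.69, past the threshold by camera (adjusted p 1.1e-04) and by fry (0.0245). Outside it the median was 0.24, past the threshold by camera (adjusted p 0.0149) and not by fry (0.254). The fibrosis list's median was -0.46 (camera adjusted p 1.9e-07), and the cell cycle (-0.25, 3.7e-04), hypoxia (0.38, 0.0029) and ductal (0.27, 0.0306) lists passed as well. TGF-β targets (0.07, camera adjusted p 0.316), sterol synthesis (0.16, 0.0687) and hepatocyte function (0.23, 0.0617) did not. Without PA replicate 1 the fibrosis (-0.13, camera adjusted p 0.122), cell cycle (-0.10, 0.230) and hypoxia (0.29, 0.114) lists did not pass, while TGF-β targets (0.37, 0.0020) and sterol synthesis (0.30, 0.0186) did. Without PA control replicate 2 the cell cycle (-0.22, camera adjusted p 0.0541) and hypoxia (0.40, 0.384) lists did not pass. The ductal list did not pass without PA control replicate 1 (0.08, camera adjusted p 0.60) or PA replicate 2 (0.09, 0.553), and TGF-β targets passed in the opposite direction without PA replicate 2 (-0.28, 0.0480). The fibrosis list's median was -0.19 within the mesenchymal-like cluster and -0.17 outside it (camera adjusted p 0.0190 and 0.0162), and fry called neither (adjusted p 0.341 and 0.642). The cell cycle list did not pass within the cluster (-0.07, camera adjusted p 0.203) or outside it (-0.10, 0.146), nor did the ductal list (0.03, 0.758 and 0.21, 0.101). ER stress and hypoxia passed outside the cluster (0.28, camera adjusted p 0.0059, and 0.36, 0.0074) and not within it (-0.01, 0.203, and 0.04, 0.758), and fry called neither outside (adjusted p 0.456 and 0.254). Sterol synthesis passed within the cluster by camera (0.40, adjusted p 0.0013) and not by fry (0.162), and did not pass outside it (0.14, camera adjusted p 0.146).

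OA had the largest number of changed genes of the 5 whole-library comparisons. edgeR called 8307 of 19145, 4169 higher and 4138 lower, with 5116 without OA control replicate 2 and 5282 without OA replicate 1. PSCA (chromosome 8, 142670308 to 142682725) rose from 0.464 ± 0.151 to 98.5 ± 25.2 CPM, a log2 fold change of 7.71 (SE 0.464, edgeR adjusted p 4.2e-07). KRT20 (chromosome 17, 40875889 to 40885242) rose by 7.41 (SE 0.986, edgeR adjusted p 7.4e-05) to 2716 ± 315 CPM. FABP6 rose by 8.75 (SE 1.49, edgeR adjusted p 4.6e-04), with 954 ± 1211 CPM over the 2 OA libraries and a log2 fold change of 5.47 without OA replicate 1. HHIP (chromosome 4, 144646156 to 144745271) held 3 counts with OA and 2363 in the control, a ratio of 0.00130 relative to each group's total counts (95% counting interval 0.000268 to 0.00381, counting error only). CD248 (chromosome 11) fell by 8.17 (SE 0.618, edgeR adjusted p 1.7e-06) to 6 counts, and ACTG2 (chromosome 2) fell by 8.08 (SE 0.835, edgeR adjusted p 1.2e-05) to 7. PLIN2 rose by 2.70 (SE 0.318, edgeR adjusted p 3.2e-05), from 183 ± 12 to 1186 ± 89 CPM, and PDK4 by 2.85 (SE 0.261, edgeR adjusted p 5.5e-06). ALB rose by 5.50 (SE 0.60, edgeR adjusted p 1.7e-05) and AFP by 3.85 (SE 0.276, edgeR adjusted p 1.2e-06). COL1A1 fell by 5.85 (SE 0.409, edgeR adjusted p 1.0e-06), from 1017 ± 337 to 17.6 ± 1.1 CPM.

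The lipid oxidation and droplet list rose with OA to a median of 1.96 (camera adjusted p 8.9e-07). Of its 20 genes, 16 were higher, and 18 passed 0.05 over all genes and 18 adjusted over the list alone. CPT1A rose by 3.46 (SE 0.213, edgeR adjusted p 4.8e-07). The call held under fry but not under camera's estimated correlation (adjusted p 0.101). The inflammation list's median was 2.80 (camera adjusted p 3.3e-08), with 18 of 21 genes higher, 18 past 0.05 over all genes and 18 adjusted over the list alone. BIRC3 rose by 4.43 (SE 0.296) and IL32 by 3.41 (SE 0.306), with edgeR adjusted p 8.9e-07 and 4.8e-06. The hepatocyte function list's median was 2.40 (camera adjusted p 5.3e-05), with 10 of 14 genes past 0.05 over all genes and 10 adjusted over the list alone. The fibrosis list fell to a median of -3.15 (camera adjusted p 7.2e-10), with 0 of 20 genes higher, and the cell cycle list to -1.45 (camera adjusted p 6.6e-07), with 0 of 17 higher. The ER stress (0.76, camera adjusted p 0.0071), sterol synthesis (0.94, 0.0036) and ductal (0.62, 0.0480) lists passed as well, while TGF-β targets (-0.21, camera adjusted p 0.273) and hypoxia (0.28, 0.199) did not. The ductal list did not pass without OA control replicate 1 or OA replicate 2 (camera adjusted p 0.0615 and 0.0648). Outside the mesenchymal-like clusters edgeR called 7017 genes, 3572 higher and 3445 lower, with 3947 without OA control replicate 2 and 3968 without OA replicate 1. There the fibrosis list's median was -1.83, hepatocyte function 2.03, inflammation 2.66, lipid oxidation 1.69 and the cell cycle -1.77, with camera adjusted p 3.1e-06, 1.3e-05, 5.3e-10, 2.9e-07 and 1.5e-08. The unnamed clusters 2 and 6, led by cell cycle genes, were among these cells. ER stress (0.80, camera adjusted p 0.0060) and sterol synthesis (0.86, 0.0046) passed there too, and the ductal list did not (0.20, 0.346). These other cells also lay in different clusters. Cluster 12 held 56.6% and 41.7% of OA cells against 0.213% and 0.199% of OA control cells, and cluster 15 held 20.2% and 32.0% against 0.175% and 0.166%.

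**Figure D4:**
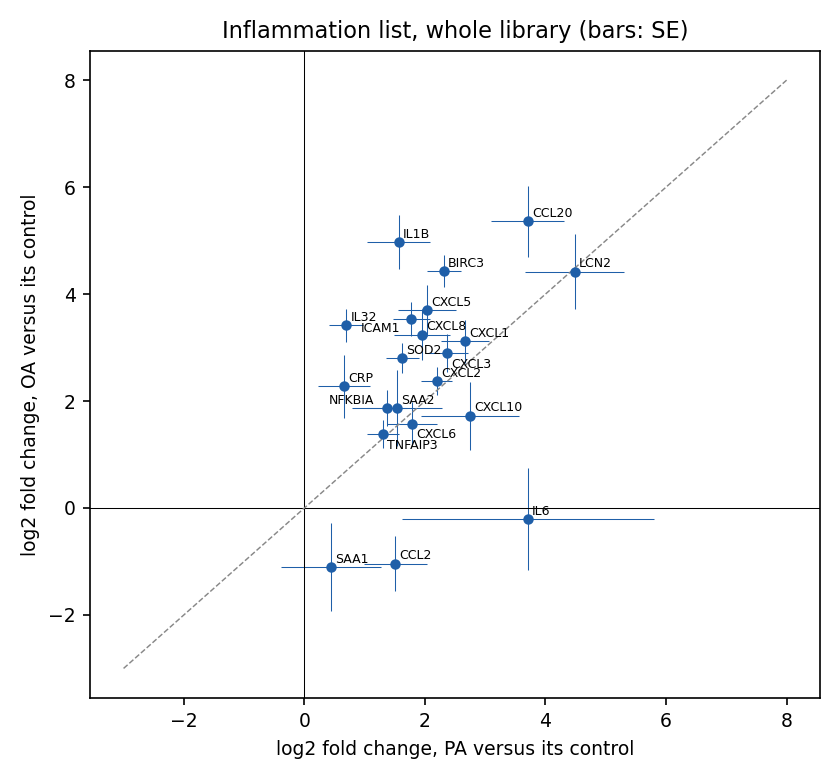
Log2 fold change of each gene of the inflammation list with PA (x axis) and with OA (y axis), each against its own control; bars are SE and the dashed line marks equal effects. The list's median is 1.78 on the x axis and 2.80 on the y axis.

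Across the 19145 genes, which are not independent replicates, the PA and OA fold changes correlated with a Pearson r of 0.272 and a Spearman rho of 0.255. Without PA control replicate 2 Pearson's r was -0.00602. The PA and TGFB1 effects gave a Pearson r of -0.0407 (Spearman 0.0153), which changed sign without PA control replicate 2 (0.0170) or PA replicate 1 (0.0185). The OA and TGFB1 effects gave -0.0930 (Spearman 0.00950), with -0.0575 without TGFB1 replicate 2 and -0.0604 without OA replicate 2. Of the 9 genes called with PA, 9 were called in the same direction with OA. With TGFB1, 1 was called in the same direction and 3 in the opposite one.

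The OA control was compared with untreated OS organoids as a check of the control treatment. edgeR called 115 genes, 15 higher and 100 lower, with 21 without untreated replicate 1, 1 without OA control replicate 1 and 0 without OA control replicate 2, where 1717 genes had an unadjusted p under 0.05. DESeq2 called 703 with all libraries. AFP fell by 2.21 (SE 0.257, edgeR adjusted p 0.0075), from 2252 ± 1 to 487 ± 46 CPM, and was past the threshold neither without OA control replicate 1 (log2 fold change -2.31, edgeR adjusted p 0.0919) nor without OA control replicate 2 (log2 fold change -2.12, edgeR adjusted p 0.116). The hepatocyte function list (-0.75) and the cell cycle list (0.40) passed with camera adjusted p 0.0215 each. The other 8 lists had camera adjusted p between 0.299 and 0.969. The cell cycle list did not pass without untreated replicate 1 or OA control replicate 1 (camera adjusted p 0.259 and 0.10), nor hepatocyte function without untreated replicate 2 or OA control replicate 2 (0.295 and 0.613). The fibrosis list passed with opposite directions without untreated replicate 1 (0.47, camera adjusted p 0.0031) and replicate 2 (-0.55, 0.0037). Lipid oxidation (-0.36, 0.0372) and sterol synthesis (-0.55, 6.0e-05) passed without untreated replicate 1, and hypoxia (0.52, 0.0153) without replicate 2.

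ULA organoids were compared between days 34 and 21, which in these labels also differ in the length of the trypsin step. edgeR called 3379 of 21966 genes, 1827 higher and 1552 lower. The count was 794 without day 21 replicate 1, 1331 without day 21 replicate 2, 679 without day 21 replicate 3 and 7099 without day 34 replicate 2. KRT13 (chromosome 17, 41500981 to 41505705) rose by 10.17 (SE 1.36, edgeR adjusted p 0.0053), to 304 ± 397 CPM. It fell short of the threshold without day 21 replicate 3 (edgeR adjusted p 0.0587), and rose by 6.42 without day 34 replicate 2. KRT6A rose by 8.21 (SE 0.374, edgeR adjusted p 2.3e-04) and S100A8 by 7.96 (SE 0.80, edgeR adjusted p 0.0022). LGALS4 (chromosome 19, 38801671 to 38812945) fell by 6.65 (SE 0.625, edgeR adjusted p 0.0018), from 66.8 ± 23.7 to 0.664 ± 0.519 CPM. F2 fell by 6.60 (SE 0.596) and ANXA10 fell by 6.35 (SE 0.892), with edgeR adjusted p 0.0017 and 0.0062. ALB fell by 5.15 (SE 0.631, edgeR adjusted p 0.0039), though its level was 5.06 ± 0.75 CPM on day 21. AFP fell by 3.80 (SE 1.08) without passing (edgeR adjusted p 0.0555). It fell by 7.20 and passed without day 34 replicate 2 (edgeR adjusted p 1.1e-07), and fell by 2.87 and passed without day 34 replicate 1 (2.5e-05).

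On day 34 the hepatocyte function list had a median of -2.32 (camera adjusted p 1.4e-04), with 2 of 14 genes higher, 7 past 0.05 over all genes and 8 adjusted over the list alone. It held under fry (adjusted p 0.0367) but not under camera's estimated correlation (adjusted p 0.315), and its median was -4.86 without day 34 replicate 2. The ductal list did not differ in whole libraries (camera adjusted p 0.758). Its median was 0.25 and its mean -0.11, and the median was -1.03 without day 34 replicate 2, 0.47 without day 21 replicate 1 and -0.03 without day 21 replicate 2. Fibrosis (1.07, camera adjusted p 1.4e-04), TGF-β targets (1.39, 8.0e-05) and inflammation (1.49, 1.4e-04) rose, and ER stress (-0.63, 0.0051), sterol synthesis (-0.35, 0.0294) and the cell cycle (-0.98, 6.8e-07) fell. Lipid oxidation (-0.12, camera adjusted p 0.0676) and hypoxia (0.84, 0.406) did not pass. Sterol synthesis did not pass without day 21 replicate 1 or day 34 replicate 1 (camera adjusted p 0.0722 and 0.127). Hypoxia passed with opposite directions without day 34 replicate 1 (-1.08, camera adjusted p 2.1e-04) and replicate 2 (1.65, 1.4e-07), and lipid oxidation passed without day 34 replicate 2 (-0.52, 0.0084). Outside the mesenchymal-like clusters the fibrosis list did not pass (0.61, camera adjusted p 0.152, fry adjusted p 0.412), and inside them it passed by camera (0.79, adjusted p 5.8e-04) and not by fry (0.0742). Inflammation passed by camera outside (1.22, adjusted p 0.0208) and not by fry (0.150), and passed both inside (1.18, adjusted p 1.2e-04 and 0.0035). TGF-β targets passed both in each set (1.23 outside and 0.81 inside). Hepatocyte function passed both outside (-2.58, camera adjusted p 5.3e-05, fry adjusted p 0.0186) and did not pass inside (-0.28, camera adjusted p 0.124). The ductal list passed inside by camera (1.42, adjusted p 0.0392) and not by fry (0.263). It did not pass outside (0.44, camera adjusted p 0.641). Lipid oxidation passed outside by camera (-0.17, adjusted p 0.0349) and not by fry (0.0793). It did not pass inside (0.14, camera adjusted p 0.597). In mesenchymal-like cells, mostly cluster 0 on day 21 and clusters 3 and 4 on day 34, edgeR called 2979 of 16588 genes, 1729 higher and 1250 lower. That count was 1325 without day 21 replicate 1 and 1689 without day 21 replicate 2, and since days fell into different clusters its leading genes also define clusters and are not given. Outside the clusters edgeR called 4392 of 20790 genes, 2341 higher and 2051 lower, with 1410, 1605 and 1198 without day 21 replicate 1, 2 or 3, and 8762 without day 34 replicate 2. These other cells lay largely in different clusters on the 2 days. Cluster 7 held 32.9%, 20.8% and 27.8% of day 21 cells against 0.791% and 1.49% of day 34 cells. Cluster 9 held 0.0894%, 0.0398% and 0% against 15.6% and 15.1%, cluster 11 held 0.863% and 35.4% of day 34 cells, cluster 12 held 0.767% and 11.4%, and cluster 13 held 27.9% and 0.0270%, each with at most 1 day 21 cell per library in clusters 11 to 13.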

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

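The tests of the difference of effects between mesenchymal-like and other cells were chosen after the clusters had been seen, and the 4 tests of gains relative to the level in mesenchymal-like cells after the effects they bear on had been seen.

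The effect of TGFB1 differed between mesenchymal-like cells and the other cells for 1474 of 17467 genes by edgeR's class by treatment term. It called 656 without TGFB1 control replicate 2 and 889 without TGFB1 replicate 1. MMP2 and DHRS2 rose outside the mesenchymal-like clusters and changed little inside them. DHRS2 rose by 7.09 outside and 0.73 inside, a difference of -6.27 (SE 0.718, edgeR adjusted p 6.9e-07) that did not pass without TGFB1 control replicate 2 (edgeR adjusted p 0.178). Genes of the cell cycle are among the 1474, and since cycling cells formed a cluster of their own outside the class, their difference is set by the clustering and is not read. TFF1 also met the naming rule, but its mesenchymal-like control cells held no UMI of it and 1.07 ± 0.07 CPM after treatment, so no fold is given, and it lost its call without each of the 4 libraries in turn.

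Several explanations were weighed for this difference. A larger share of mesenchymal-like cells in the treated libraries would change genes of the other cells by -0.17 on the log2 scale in whole libraries, against a cell cycle median of -3.35 there and -3.95 among the other cells, so it is not the whole cause of that fall. A change in which other cells were present stays open there, since the cycling cluster 3 held 12% and 9.47% of control cells and 0.264% and 0.108% of TGFB1 cells. The ratio of the mesenchymal shares, with the shallow cluster 5 included, is worth 1.53 on the log2 scale. That is close to the whole-library median of 1.79 of the fibrosis list, so the share may give much of that rise. It is not the whole cause if the other cells rose themselves, and the list's median was 2.62 outside the clusters and 0.06 inside them. RNA or cells of mesenchymal type among the other cells could give the 2.62, and 5 tests addressed this. The first, planned before its result was seen, took the 100 genes most in excess in mesenchymal-like cells. Their median rise outside the clusters was 1.94 (quartiles 1.03 to 2.69), with 96 of 100 higher, which is what such RNA or cells would give. The second compared the gain of each fibrosis gene in the other cells, as a percentage of its level in treated mesenchymal-like cells, with that of 12 mesenchymal markers outside the list. Leaked RNA would raise all of them by a like percentage. The median gain was 8.11% for the list (from -4.17% to 51.2%) and 1.49% for the markers (from -0.632% to 103%), and the permutation p was 0.129, so the comparison does not separate the lists. The third compared the list with the 76 of the 100 excess genes at 50 CPM or more. Their median gain was 2.74% (quartiles 1.32% to 8.22%) against 8.11%, with permutation p 0.0211. In TGFB1 replicates 1 and 2 alone the medians were 4.05% and 1.70% against 9.46% and 6.91%, with permutation p 0.0278 and 0.0173. The rule by which this test is read replaced a void one after these values had been seen. Genes are not independent, and no p in this paragraph is adjusted for the number of tests. The fourth used the abundant mesenchymal transcripts, since such RNA or cells bring all of them. In treated other cells COL3A1 stood at 1.73% of its mesenchymal-like level (2.65% and 0.983% in the 2 libraries) and COL1A2 at 1.98%, and 14 of the 20 fibrosis genes gained more than either, 15 of 20 above COL3A1 in each treated library. COL1A1 gained 11.8%, TIMP1 15.3%, FN1 37.4% and TAGLN 51.2%. Such RNA or cells, if of the mesenchymal-like profile, are thus excluded as the whole cause of the fibrosis rise outside the clusters. On the same condition, the larger share of mesenchymal-like cells is excluded as the whole cause of the list's rise. At 1000 UMIs per cell, 15.3% and 10.4% of the other cells held at least 2 collagen UMIs with TGFB1. In control replicates 1 and 2 these shares were 0.962% and 0.308%. Mesenchymal-type cells of another profile among the other cells therefore stay open. The fifth took 9 TGF-β targets and was chosen after their gains had been seen. Their median gain was 72.2%, with PMEPA1 at a gain of 251%, SKIL at 181% and CCN2 at -4.17%. In the other cells PMEPA1 rose from 152 to 673 CPM, SKIL from 138 to 505 and BAMBI from 131 to 314, against 208, 202 and 236 CPM in treated mesenchymal-like cells. RNA from mesenchymal-like cells cannot lift a gene past their own level, which argues against it as the whole source of the rise of these 3 genes. JUNB (355 to 517 CPM) and TGIF1 (91.8 to 147) stood above the mesenchymal-like levels of 225 and 71.2 CPM in the control already and rose further, which RNA at a lower level cannot give either. CCN2 did not rise. One of the 12 markers, VIM, also rose past it, with a gain of 103%.

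Several explanations stay open for the TGFB1 difference. One is a contribution of mesenchymal RNA, or of mesenchymal-type cells of another profile, to the fibrosis part. Another is a response of non-mesenchymal cells to TGFB1. A ceiling in mesenchymal-like cells also stays open, since genes such as MMP2 were already high there in the control. So does a change in which other cells were present, which no test addressed for this difference. Cluster 6 held 71.6% and 71.0% of TGFB1 cells against 0.471% and 3.38% of control cells. TGFB1 control replicate 1 was shallow, with 289 mesenchymal-like cells and a median of 1104 UMIs per barcode. Without it edgeR called 1055 genes, 1006 of them among the 1474, which argues against its low depth as the whole cause. A response of the other cells is a hypothesis found on these libraries, and no independent test of it was made.

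The effect of PA differed between the same cell sets for 10 genes by edgeR, 5 in each direction, with 566 at an unadjusted p under 0.05. The count was 2 without PA control replicate 2, 24 without PA replicate 2 and 15 without PA replicate 1. ANKRD1 showed a difference of 2.17 (SE 0.332, edgeR adjusted p 0.0103), FABP1 of 1.93 (SE 0.349, 0.0290), ACTG2 of -2.59 (SE 0.506, 0.0423) and CALB1 of -2.20 (SE 0.411, 0.0324). Each of these 4 lost its call without PA control replicate 2 and when predicted doublets were kept. FABP1 also lost it without PA replicate 1, and ACTG2 and CALB1 without PA replicate 2, with edgeR adjusted p 0.0975, 0.857 and 0.172. FABP1 stood at 9.54 ± 0.57 CPM in mesenchymal-like control cells and 388 ± 33 CPM in the other control cells, so RNA or doublets from other cells is a candidate source of its apparent rise. ANKRD1 (13.9 ± 2.1 against 175 ± 9.1 CPM) and CALB1 (27.9 ± 0.8 against 220 ± 23 CPM) were also lower in mesenchymal-like control cells. A change in such RNA or doublets is a candidate source of their differences too. ACTG2 was higher in mesenchymal-like control cells (90.6 ± 36.7 against 0.649 ± 0.206 CPM). With doublets kept 0 genes were called and 479 had an unadjusted p under 0.05, and with leiden resolution 1 the count was 2. The inflammation list's median outside the mesenchymal-like cluster was 1.82, close to the 1.78 of whole libraries, which argues against a change in the share of mesenchymal-like cells as its cause. No biological explanation of the 10 genes was tested.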

How the results depend on the processing

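The analyses of cells outside the mesenchymal-like clusters and of differences of effect, with their alternatives, were chosen after the clusters had been seen, and all other alternatives beforehand.

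Counts of genes, list results, shares and correlations kept their direction and call, or stayed within 1.5 times or 1 SD, under RLE factors for 26 of 26 results, all deposited barcodes for 17 of 17, thinning for 5 of 5 and clustering without the called genes for 5 of 5. Test by test, 2 of the 23 calls among 42 other list tests were lost with all deposited barcodes. RLE moved the median log2 fold change of all genes by at most 0.02 relative to TMM. Of 138 named values past 0.05, recomputed 1602 times, 1414 kept direction and call, 187 kept the direction and lost the call, and 1 reversed. That is FDCSP in mesenchymal-like cells with PA, at -3.56 under leiden resolution 1 (edgeR adjusted p 1) against 2.50. Of 80 named values not past 0.05, recomputed 960 times, 923 stayed without a call, 35 passed in the same direction and 2 passed in the opposite one. Those 2 are EGLN3 and PLIN2 in ULA. EGLN3 was -0.95 without day 34 replicate 1 and 3.59 without day 34 replicate 2, and PLIN2 was -0.79 and 0.63, all 4 past the threshold. For each change in this part the cause was not tested, except where one is given.

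Without a filter on low counts, edgeR called 162 genes with PA in place of 9 and 540 between the OA control and untreated organoids in place of 115. The correlation of the OA and TGFB1 effects was then -0.0661, that of PA and OA 0.119 and that of PA and TGFB1 -0.0254. DESeq2 called 52 genes with PA, 44 with PA outside the mesenchymal-like cluster in place of 12, and 703 between the OA control and untreated organoids. On data simulated for whole libraries, 18.1% of DESeq2's PA calls and 9.04% of its calls between the OA control and untreated organoids were false, against 6.80% and 2.24% for edgeR. With only the libraries of the 2 groups compared, which leaves fewer libraries to estimate the spread, edgeR called 0 genes between the OA control and untreated organoids (2443 at an unadjusted p under 0.05), 0 in mesenchymal-like cells with PA (183) in place of 7, and 9 in mesenchymal-like cells with TGFB1 in place of 29. DESeq2, run on all OS libraries, called 7 in mesenchymal-like cells with PA.

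Leiden resolution 1 gave 4 genes in mesenchymal-like cells with PA, 2 for the PA difference of effects in place of 10, and an OA difference in the mesenchymal-like share of -24.9 points in place of -36.6. Keeping predicted doublets, edgeR called 0 genes in mesenchymal-like cells with PA (390 at an unadjusted p under 0.05), 0 for the PA difference of effects (479) and 286 in mesenchymal-like cells with TGFB1, of which 20 were among the 29. The TGFB1 difference in share was 17.3 points with doublets kept and 15.2 with the stricter cell filter, in place of 10.3. The ULA difference was 5.72 points with doublets kept, 0.0443 with the stricter filter and 22.6 with clustering without the called genes, in place of 11.8. In the last case the libraries of the 2 days no longer overlapped (exact permutation p 0.1, the smallest possible). It was counted as unchanged above under the 1 SD allowance.

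With an estimated correlation, camera gave an adjusted p of 0.239 for the fibrosis list with TGFB1 (median 1.79), 0.198 for TGF-β targets with TGFB1 (1.72), 0.315 for hepatocyte function in ULA (-2.32), 0.101 for lipid oxidation with OA (1.96), 0.227 for lipid oxidation with PA (0.28) and 0.270 for ER stress with PA (0.29). Of the 42 other list tests 1 passed, against 23 with the preset correlation. Fry did not call ER stress with PA (0.29, adjusted p 0.295) or lipid oxidation with PA (0.28, 0.248). It called 17 of the 42 others, with 9 lost and 3 gained.

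With 1 library left out at a time, counts for whole libraries ranged from 679 (without day 21 replicate 3) to 7099 (without day 34 replicate 2) for ULA, from 1617 (without TGFB1 replicate 1) to 5488 (without TGFB1 control replicate 2) for TGFB1, and from 5116 (without OA control replicate 2) to 6604 (without OA control replicate 1) for OA. For PA the count was 0 without PA control replicate 1, PA control replicate 2 or PA replicate 2 (507, 709 and 678 at an unadjusted p under 0.05) and 20 without PA replicate 1. Between the OA control and untreated organoids it ranged from 0 (without OA control replicate 2, with 1717 at an unadjusted p under 0.05) to 159 (without untreated replicate 2). In mesenchymal-like cells the counts ranged from 1325 (without day 21 replicate 1) to 4165 (without day 34 replicate 2) for ULA, from 3 (without TGFB1 replicate 1) to 437 (without TGFB1 control replicate 2) for TGFB1, and from 0 (without PA control replicate 2, with 631) to 33 (without PA replicate 1) for PA.

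Outside those clusters the counts ranged from 1198 (without day 21 replicate 3) to 8762 (without day 34 replicate 2) for ULA, from 1872 (without TGFB1 replicate 1) to 5735 (without TGFB1 control replicate 2) for TGFB1, and from 3947 (without OA control replicate 2) to 5250 (without OA control replicate 1) for OA. For PA they were 0 without PA control replicate 1, PA control replicate 2 or PA replicate 2 (390, 671 and 594 at an unadjusted p under 0.05) and 22 without PA replicate 1. Counts for the difference of effects ranged from 656 (without TGFB1 control replicate 2) to 1254 (without TGFB1 replicate 2) for TGFB1 and from 2 (without PA control replicate 2) to 24 (without PA replicate 2) for PA. List medians with PA ranged from 0.20 (without PA control replicate 1) to 0.57 (without PA control replicate 2) for ER stress and from 0.18 (without PA control replicate 2) to 0.48 (without PA replicate 1) for lipid oxidation. The ductal median in ULA ranged from -1.03 (without day 34 replicate 2) to 0.47 (without day 21 replicate 1). The ULA difference in mesenchymal-like share was -0.505 points without day 34 replicate 1 and 24.2 without day 34 replicate 2. Correlations ranged from -0.00602 (without PA control replicate 2) to 0.265 (without PA control replicate 1) for PA and OA, from -0.0753 (without PA replicate 2) to 0.0185 (without PA replicate 1) for PA and TGFB1, and from -0.0995 (without TGFB1 control replicate 1) to -0.0575 (without TGFB1 replicate 2) for OA and TGFB1.

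Groups share replicate numbers, but nothing in the labels ties a number to a batch. The deviations of same-numbered libraries from their group means correlated across genes at -0.166 and -0.271 for ULA, -0.212 for TGFB1 and 0.0935 for PA. They correlated at -0.449 for untreated and OA control, 0.0290 for OA and its control, and 0.0173 for untreated and OA. In groups of 2 the deviations of the replicates mirror each other, so both numbers give the same value. These correlations therefore cannot decide whether a number marks a batch. With the replicate number as a block, edgeR called 0 genes for ULA (4151 at an unadjusted p under 0.05, and 4826 called by DESeq2 without a block), 267 for ULA outside the mesenchymal-like clusters in place of 4392, 4 with PA, 5 with PA outside the mesenchymal-like cluster, and 0 between the OA control and untreated organoids (2135 at an unadjusted p under 0.05, and 703 by DESeq2 without a block). On data simulated for whole ULA libraries, 28% of DESeq2's calls and 39.8% of edgeR's calls with the block were false. Between the OA control and untreated organoids, 2.38% of edgeR's calls with the block were false. Of the named values past 0.05, 43 changed under the block, and the other 16 results it was run on kept their direction and call or stayed within 1.5 times, with 3062 genes with TGFB1 in place of 4146, of which 3018 were shared, and 7202 with OA in place of 8307.

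The planned comparisons of hepatocyte-like and ductal-like cells were left out by a judgement made after the clusters had been seen. Hepatocyte-like clusters held under 50 cells in day 34 replicate 1 (37 and 11) and in both OA libraries (17 and 28, and 22 and 3). Those of the TGFB1 and PA experiments, and of the OA control and untreated organoids, held enough cells to be tested and were not. Genes in mesenchymal-like cells were not tested with OA, where 27 and 21 cells were under the minimum of 50. For ULA, a fit of only the 2 groups is the fit already given. Thinning took the PA libraries to 6557403 counts from up to 52387894. Thinned libraries kept 6 of the 9 PA calls, 3481 of 4146 for TGFB1, 8230 of 8307 for OA, 3199 of 3379 for ULA and 97 of 115 between the OA control and untreated organoids.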

Other observations

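The tests in this part were chosen before the results they measure were seen, apart from those on cells outside the mesenchymal-like clusters as a set, which were chosen after the clusters had been seen.

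Mesenchymal-like cells were nearly absent with OA, at 27 of 3004 and 21 of 3129 cells. If these cells had been placed in other clusters and had kept their collagen transcripts, cells with such transcripts would be as frequent as in the control. At 1000 UMIs per cell, 2.54% of cells in the OA libraries held at least 2 collagen UMIs (2.84% and 2.25%), against 42.4% and 43.1% in the OA control and 51.9% and 35.7% in untreated organoids. Unthinned, the shares were 10.3% and 8.63% with OA and 58.1% and 67.4% in the control, and 119, 102, 229 and 99 cells of these 4 libraries were too shallow to be thinned. Among cells outside the mesenchymal-like clusters the thinned shares were 2.13% and 1.83% with OA and 18.6% and 17.1% in the control. Over whole libraries, 27 of 29 mesenchymal markers were called lower with OA by edgeR, with a median log2 fold change of -5.06. Misplaced cells that kept their collagen and marker transcripts are thus excluded as the whole cause. Cells that lost these transcripts with OA would pass unseen, so the values cannot decide on them. A selective loss of mesenchymal-like cells at dissociation or capture cannot be told apart from a loss in the organoids. Cells that were never loaded leave no value, and the share of 0.785% is all that is seen. OA is not described beyond the sample titles, and each arm has 2 libraries.

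Gene lists that moved with OA were weighed against this loss. Removing the mesenchymal-like cells alone would raise genes of the other cells by 0.664 on the log2 scale. The hepatocyte function list rose by a median of 2.03 outside the mesenchymal-like clusters, so the lost share is not the whole cause of its rise. A change in which other cells were present stays open, since most OA cells lay in clusters 12 and 15, which held under 1% of OA control cells. Gut epithelial markers rose too, from a summed 2112 and 1241 CPM in the OA control to 9245 and 8573 CPM with OA, beside hepatocyte markers from 14964 and 10262 to 39572 and 37600 CPM, so the rise does not single out hepatocyte genes. The fibrosis list fell by 1.83 outside the clusters. Residual mesenchymal RNA or cells in the control's other clusters could give that fall as well, and the 2 cannot be told apart, because the OA libraries hold too few mesenchymal-like cells for a comparison within them.

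The 9 genes called with PA were all called in the same direction with OA, while the correlation of the effects over all genes (0.272) was -0.00602 without PA control replicate 2. That library is the deeper of the 2 PA controls. The low depth of PA control replicate 1 (7476533 UMIs) was weighed as a reason for the low number of genes called with PA. On data simulated at the depth of these libraries edgeR recovered 62.0% of the changed genes for PA, 57.5% for TGFB1 and 58.8% for OA. Each value comes from a single draw, with most changed genes taken above a minimum of expression. These values therefore cannot decide whether depth lowered the number called, and simulated data do not settle what the real libraries would give. Without that library the count fell to 0, but this leaves a control of 1 library, and so the test cannot tell depth from the loss of a replicate. Thinning the PA libraries to the shallowest gave 6 genes, all 6 among the 9, which shows what less depth costs but not what more would add.

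The control replicates of the TGFB1 experiment fell largely into separate clusters, with 23.1% of cells in shared clusters against 93.5% for the TGFB1 replicates. With cells thinned to equal depth the overlap of the controls was 88.8%, which is consistent with the difference in depth (medians of 1104 and 5375 UMIs per barcode) as a cause of the separation. Thinning also left 5 clusters in place of 8, which can raise an overlap by itself, and left out 2772 cells of control replicate 1 and 184 of replicate 2 as too shallow, so depth is not shown to be the whole cause. The same step took the untreated replicates from 52.3% to 69.3%. It moved the day 34 ULA replicates only from 46.8% to 50.5%, so depth does not account for their separation, and there the clusters went from 14 to 8. ULA cluster 11, led by KRT13 and KRT5, held 35.4% of the cells of day 34 replicate 2 and 0.863% of replicate 1, and cluster 13, with EGLN3 and SLC2A1 among its leading genes, held 27.9% of replicate 1 and 0.0270% of replicate 2. The leading genes were chosen after they were seen, and no explanation of the day 34 separation other than depth was tested.

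The comparison of day 34 with day 21 in ULA plates differs in trypsin time as well as age. A list of 22 genes taken as induced by dissociation, written before the test, had a median log2 fold change of 1.35 on day 34, with 18 of 22 genes higher, 9 called by edgeR and a camera p of 2.6e-05 (fry 0.0197). Longer trypsin could give this, and so could a change with age, and the design confounds them. The cell cycle list within mesenchymal-like cells is not interpreted for ULA, because a cycling cluster left unnamed held 19.4%, 25.8% and 21.1% of day 21 cells and 0.312% and 0.423% of day 34 cells. Cluster 4, led by histone genes and inside the class, held 552 and 888 day 34 cells against 1, 2 and 1 day 21 cells. The same asymmetry may affect the difference in mesenchymal-like share between the days.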
